A study of Mus musculus with 18 samples.

How the data were processed

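RNA was sequenced from cultures of mouse dorsal root ganglion (DRG) neurons, the sensory neurons whose cell bodies sit beside the spinal cord. Cultures came from wild-type (WT) mice and from mice heterozygous (HET) for the tm1a allele of Dynlrb1. That gene encodes a light chain of cytoplasmic dynein, the motor that carries cargo along microtubules toward the cell body. A tm1a allele is a targeted knockout-first insertion. Per the labels, cultures were collected at 12, 24 and 48 h, and each of the 6 groups of genotype and time had 3 biological replicates, 18 samples in all. Groups and replicate numbers were taken from the sample titles. The numbers were 1, 2 and 5 at 12 and 24 h and 1, 2 and 3 at 48 h, in both genotypes.

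The data analysed were a single deposited table of 17198 genes, of which 16529 carried an Ensembl gene ID. The aligner, counting method, annotation, genome build and gene filter are not stated in the labels or the headers, so no coordinates are given. The name of the table and a header cell show that the authors used edgeR. Per the file headers, 18 columns held the authors' normalized counts, a signal without raw units: they had no whole number and no 0, and column totals ran only from 41509705 to 41509874. The authors also deposited 18 unlabelled per-sample signal columns, called plain adjusted columns here, with totals from 39465712 to 44213485. In genes with a mean of at least 100, the 2 kinds of column differed by 1 factor per sample, from 0.939 to 1.05. The deposited FPKM values equalled the plain adjusted columns divided by their totals and by 1 constant per gene. The authors' log2 fold changes were the log2 ratios of group means of the normalized counts, with a median absolute difference of 0.000183 at 12 h. The authors' p-values and adjusted p-values were read for comparison only, and the deposited rank, a score, was not used in any test.

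The logarithms of the plain adjusted columns spanned 15 of the 17 dimensions possible around the gene means, so 2 directions among samples had been taken out of the deposited values. The method is not stated in the headers. Group membership explained 19.5% of these directions and replicate number 48.4%. A model that ignores this step counts more residual degrees of freedom than the values have. Sequencing depth per sample is unknown, because all these columns were adjusted. No confidence interval or detection floor was therefore computed.

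The design fixed before the data were examined called for a count test if counts were found and for limma otherwise. As the values were not counts, limma was used. Values were transformed to log2(normalized count + 1), and genes with a mean of at least 1 were tested, a filter that removed 0 genes. One coefficient per group was fitted to all 18 samples with lmFit, and eBayes was run with a mean-variance trend (12 residual and 5.0 prior degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method within each of the 9 comparisons, with a threshold of 0.05. Log2 fold changes are on the log2(value + 1) scale, which understates changes of low genes. The normalized count columns were chosen over the plain adjusted ones because the authors labelled them as normalized. That choice was made after the columns had been looked at and before any gene was tested, and both kinds were fitted.

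Pairing came from the replicate numbers in the titles. The deviations of each sample from its group mean were correlated across genes. Same-numbered samples of the 2 genotypes at the same time had a mean r of 0.31 (9 pairs, from -0.21 to 0.58). The 18 other pairs of different number had a mean r of -0.16. Deviations cancel within each group, so the -0.16 largely follows from the 0.31 and is no separate reference. A fit with the replicate number as a block was planned as an alternative. It had 6 residual degrees of freedom. Among the results, this fit is given beside counts of genes past the threshold, list tests and single genes with a printed adjusted p. Counts of list members past the threshold and the other genes named for time comparisons are given without it. Comparisons of 48 h with 12 h share numbers 1 and 2 only. For time comparisons the block was genotype and number, so replicate 3, present at 48 h only, carried no weight in them. With the block, the 48 h side of these comparisons therefore rests on replicates 1 and 2 of each genotype.

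Gene lists, written before the data were examined, were tested with camera in limma for the averaged genotype comparison and for 48 h against 12 h in WT, using an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over these 8 tests. They held dynein and dynactin genes other than Dynlrb1 (31 of 33 measured), regeneration-associated genes (35 of 36), sensory neuron marker genes (26 of 26) and non-neuronal marker genes (27 of 27). Genes were named by a rule set in advance: Dynlrb1, and for each comparison up to 5 higher and 5 lower genes with the largest log2 fold change among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. For the averaged comparison the HET mean had to lie on the same side of the WT mean at every time point. Where none passed, the 3 genes with the lowest p were named. List members past the threshold are counted, and the most changed are named. En2 fell under the minimum mean and is named because its comparisons had 5 or fewer genes.

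The tests were checked on simulated data with 200 of 17198 genes changed by 1 on the log2 scale. The changed genes had a mean of at least 100. Every gene had the same dispersion (spread beyond counting noise) of 0.02, and no directions were removed. Without the block, 188 of the 200 (94%) were recovered at 12 h with 1 false call, and with the block 200 with 13 false calls. For genes changed at 48 h only, the interaction test recovered 165 of 200 (82.5%) with 8 false calls. That last simulation had no effects shared by same-numbered samples, unlike the data. These settings differ from the data, so the rates do not give the power of the tests on the real values.

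Alternatives set in advance were the replicate block, quantile normalization, no filter, a mean of at least 5, a pseudocount of 0.1, a fit to the 6 samples compared, an estimated inter-gene correlation, and leaving out each replicate. A planned DESeq2 fit was not run because it needs counts. Chosen after seeing the data were the plain adjusted columns, the 2 removed directions as covariates with and without the block, a mean of at least 100, the log2 value of Xist as a covariate, and a threshold of 0.1 at 48 h. The results reported remain those of the design set in advance. R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used.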

Results

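The transcriptomes of 18 cultures of DRG neurons were compared, 3 for each genotype at 12, 24 and 48 h. The design addresses how loss of 1 copy of Dynlrb1 alters gene expression as the neurons grow in culture. Values below are the authors' normalized counts, given as mean ± SD. Their depth is unknown, so their precision rests on the spread between replicates. Samples of 1 group correlated across genes at r from 0.978 to 0.992 on the log2 scale.

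Dynlrb1 (ENSMUSG00000047459) was lower in every HET culture than in every WT culture. Its normalized count in WT was 6195 ± 758 (SD, n = 3) at 12 h, 5786 ± 603 (SD, n = 3) at 24 h and 6015 ± 348 (SD, n = 3) at 48 h. In HET it was 3599 ± 426 (SD, n = 3) at 12 h, 3204 ± 557 (SD, n = 3) at 24 h and 3346 ± 123 (SD, n = 3) at 48 h. The log2 fold change was -0.78 at 12 h, -0.86 at 24 h and -0.84 at 48 h, each with an SE of 0.12. In limma with Benjamini-Hochberg adjustment, the adjusted p was 0.0655 at 12 h, 0.0390 at 24 h and 0.0501 at 48 h. With the replicate block (mean correlation of same-numbered pairs 0.31), the limma adjusted p was 0.0370, 0.157 and 0.00208 in that order. Averaged over the time points, the log2 fold change was -0.83 (SE 0.071), or 56.3% of WT, with a limma adjusted p of 2.85e-05 without the block and 6.36e-04 with it. A two-sided exact permutation test gave 0.1 at each time point, the smallest p that 3 cultures against 3 allow. Permuting genotype within time points gave an exact two-sided p of 0.00025, the smallest that the 8000 arrangements allow. All averaged comparisons and this permutation treat cultures of a genotype at different times as independent. Same-numbered ones had a mean correlation of 0.16. If they share an origin, which the labels do not state, the averaged p-values could be too small. In the authors' deposited table, the log2 fold changes were -0.78, -0.85 and -0.85.

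**Figure D1:**
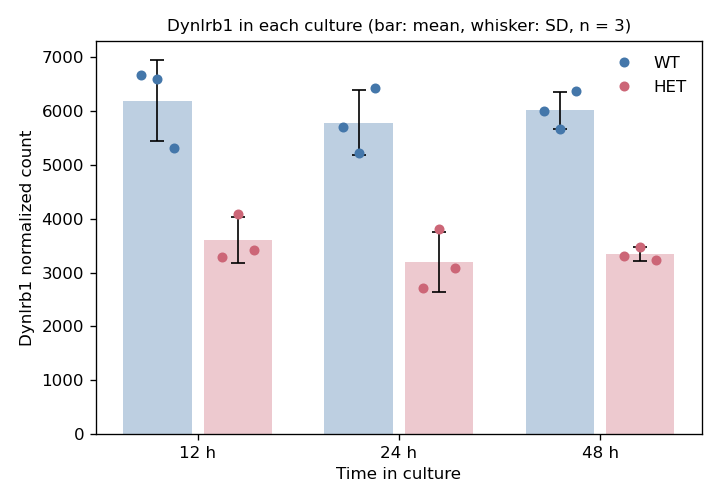
Normalized count of Dynlrb1 (vertical axis) in WT and HET cultures at 12, 24 and 48 h (horizontal axis); bars are means, whiskers SD and points single cultures, 3 per group. HET cultures lay between 2716 and 4087 and WT cultures between 5229 and 6674.

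Few genes passed the threshold between genotypes at single time points without the replicate block. At 12 h, 1 of 17198 genes passed, En2, which was higher in HET; 1447 genes had an unadjusted p under 0.05. At 24 h the 1 gene was Dynlrb1, and 198 genes had an unadjusted p under 0.05. At 48 h no gene passed (0), although 3782 had an unadjusted p under 0.05 and 413 an adjusted p under 0.06. With the replicate block, limma called 17 genes at 12 h (4 higher, 13 lower in HET), 0 at 24 h with 368 at an unadjusted p under 0.05, and 2120 at 48 h (866 higher, 1254 lower). The mean correlation of same-numbered pairs was 0.28 at 12 h, 0.17 at 24 h and 0.49 at 48 h. The block was the alternative that moved the 48 h count most. Of the 1028 genes at an adjusted p under 0.05 at 48 h in the authors' deposited table, 989 were also called with the block. The authors' deposited table had 4 such genes at 12 h (Dynlrb1, En2, Nav2 and Slc15a2) and 2 at 24 h (Dynlrb1 and Slc15a2), which are listed because each count was 5 or fewer.

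The 3 genes with the lowest p at 48 h did not pass the threshold without the block. They were Dynlrb1, Trim17 and Hspa1b. Trim17 (ENSMUSG00000036964) had a normalized count of 76.7 ± 18.4 (SD, n = 3) in WT and 209 ± 16.1 (SD, n = 3) in HET, a log2 fold change of 1.46 (SE 0.24). Hspa1b (ENSMUSG00000090877) had 473 ± 50.8 (SD, n = 3) in WT and 1170 ± 508 (SD, n = 3) in HET, a log2 fold change of 1.22 (SE 0.21). Hspa1b has a near-identical copy, Hspa1a, and how reads were divided between them is not stated, so its value is uncertain. The limma adjusted p of both genes was 0.0502 without the replicate block, and with it 0.00322 for Trim17 and 0.00250 for Hspa1b.

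Averaged over the 3 time points, 3 genes passed without the block: Dynlrb1, En2 and Slc15a2. With the replicate block the count was 553 (209 higher, 344 lower), including these 3. En2 (ENSMUSG00000039095) rose by a log2 fold change of 2.16 (SE 0.24; limma adjusted p 6.41e-04, and 0.00202 with the block). Its normalized count was low, at 3.93 ± 0.99 (SD, n = 3) in WT and 50.3 ± 19.6 (SD, n = 3) in HET at 12 h. At 12 h alone its log2 fold change was 3.33 (SE 0.42; limma adjusted p 0.00648, and 0.00941 with the block). Slc15a2 (ENSMUSG00000022899) had an averaged log2 fold change of 2.94 (SE 0.37; limma adjusted p 0.00201, and 0.00581 with the block). Its normalized count at 12 h was 37.0 ± 16.8 (SD, n = 3) in WT and 486 ± 142 (SD, n = 3) in HET. At 48 h it was 57.6 ± 60.4 (SD, n = 3) in WT and 130 ± 74.8 (SD, n = 3) in HET, and the groups overlapped.

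Time in culture changed more genes than genotype in the fit without the block. In WT, 622 genes differed between 24 and 12 h (509 higher, 113 lower) and 8098 between 48 and 12 h (5152 higher, 2946 lower). The replicate block gave 1621 (1068 higher, 553 lower) and 8148 (5009 higher, 3139 lower) in the same order, with 621 and 7302 genes shared between the fits. In HET, 3252 genes differed between 24 and 12 h (2261 higher, 991 lower) and 2442 between 48 and 12 h (1820 higher, 622 lower). The HET counts with the replicate block were 4498 (2970 higher, 1528 lower) and 5301 (3669 higher, 1632 lower). The block fit gives no weight to replicate 3 at 48 h, so the rise to 5301 cannot be credited to pairing alone. Leaving out HET 48 h replicate 3 without the block gave 4886. Same-numbered cultures of 1 genotype at different times had a mean correlation of 0.16. The split between higher and lower genes depended on the scaling of the columns. On the plain adjusted columns, the 48 h split was 4177 higher and 3760 lower in WT, so that 52.6% were higher in place of 63.6%. In HET the higher share at 48 h was 51.9% in place of 74.5%, and at 24 h 57.1% in place of 69.5%. The median of all genes was 0.11 (log2) above 0 for 48 against 12 h in WT on the normalized counts and 0.01 on the plain adjusted columns.

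**Figure D2:**
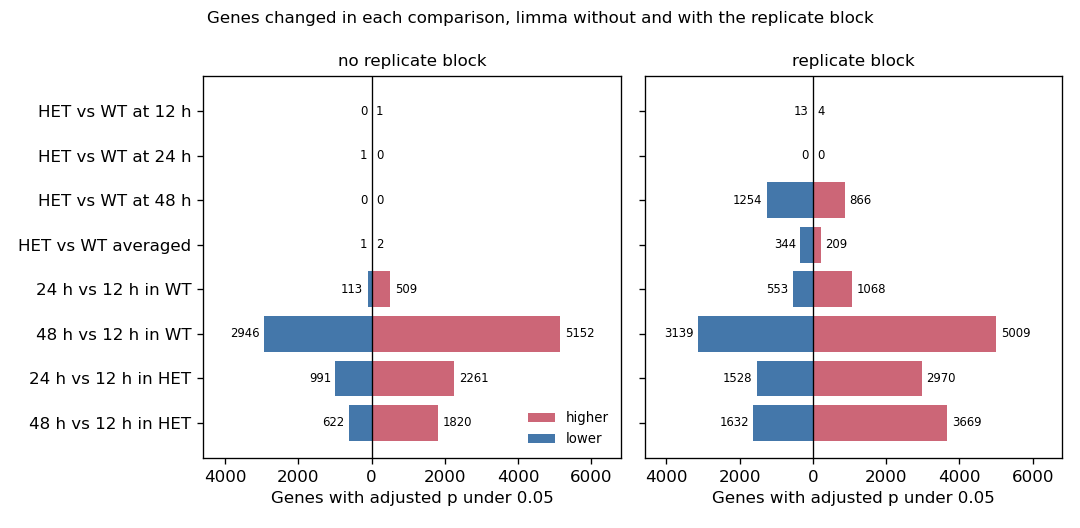
Number of genes with a limma adjusted p under 0.05 (horizontal axis, lower to the left and higher to the right of 0) in each comparison (vertical axis), without the replicate block (left) and with it (right). At 48 h the genotype comparison had 0 genes without the block and 2120 with it, while 48 against 12 h in WT had 8098 and 8148.

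At 24 h in WT, the genes with the largest rise were Sprr1a, Slc6a4, Qrfpr, B4galnt2 and Fezf2, with log2 fold changes from 2.37 to 2.75. Sprr1a (ENSMUSG00000050359) went from 259 ± 96.3 (SD, n = 3) to 1734 ± 534 (SD, n = 3). The largest falls were in Slc16a12, C1ql4, Selp, Cacna1i and Itih5, with log2 fold changes from -2.11 to -1.41. At 48 h in WT, Npy, Cldn4, 2810417H13Rik, Krt19 and Fezf2 rose most, with log2 fold changes from 4.54 to 5.31. Npy (ENSMUSG00000029819) went from 22.2 ± 13.8 (SD, n = 3) to 866 ± 442 (SD, n = 3). Its log2 fold change was 5.31 (limma adjusted p 5.58e-05), and 5.96 with the replicate block (limma adjusted p 6.59e-06). Ltf, Mrgprb4, Ngp, Slc4a1 and Mrgprd fell most, with log2 fold changes from -5.47 to -4.74. Mrgprd (ENSMUSG00000051207) went from 4946 ± 1588 (SD, n = 3) to 218 ± 155 (SD, n = 3). Its log2 fold change was -4.74 (limma adjusted p 7.41e-05), and -5.13 with the replicate block (limma adjusted p 8.06e-07).

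In HET at 24 h, Fezf2, Sprr1a, 1700042G15Rik, B4galnt2 and Hpgds rose most (log2 fold changes from 3.10 to 3.70). Slc16a12, Mrgprb4, Mrgpra3, Mrgprx1 and A3galt2 fell most (from -3.60 to -2.71). In HET at 48 h, Uhrf1, Npy, Kif18b, Cldn4 and Coch rose most (from 2.97 to 3.31), and Ngp, Mrgprb4, S100a9, Ltf and Lcn2 fell most (from -5.04 to -3.79). The Mrgpr genes belong to a multigene family, and the counting method is not stated, so their separate values are uncertain. Npy in HET went from 12.1 ± 9.17 (SD, n = 3) at 12 h to 138 ± 101 (SD, n = 3) at 48 h. Its log2 fold change was 3.24 (limma adjusted p 0.0154), and 4.31 with the replicate block (limma adjusted p 1.68e-04). Uhrf1 had 4.22 with the block, so the order of the named genes also changed. The block fit gave no weight to HET 48 h replicate 3, where Npy was 29, against 229 and 155 in replicates 1 and 2.

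No gene showed a difference in time course between genotypes in the fit without the block: 0 passed, and 1760 had an unadjusted p under 0.05. The lowest p-values belonged to Jph4, Grpr and Sdr42e1, which did not pass (limma adjusted p 0.419 for each). In the fit with the replicate block, 227 genes passed. The count was 0 with the block and the 2 removed directions together, a fit made on the plain adjusted columns. Which of these changes lowered the count was not tested. With the block alone, the limma adjusted p was 0.0217 for Jph4, 0.0538 for Grpr and 0.0478 for Sdr42e1.

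The gene lists fixed in advance were compared between genotypes over all time points with camera in limma, with adjustment over 8 tests. Dynein and dynactin genes other than Dynlrb1 were higher in HET by a mean log2 fold change of 0.058, with 23 of 31 genes higher (adjusted p 7.70e-04, and 0.00130 with the replicate block). Sensory neuron marker genes were higher by 0.085, with 17 of 26 higher (adjusted p 0.0125, and 0.00923 with the block). Mrgprd differed most in this list (1.21) and weighs on the mean. In HET at 48 h it was 6163 in replicate 3, against 618 and 839 in replicates 1 and 2. Regeneration-associated genes differed by -0.16 (adjusted p 0.346, and 0.271 with the block) and non-neuronal marker genes by -0.11 (adjusted p 0.271, and 0.218 with the block), neither past the threshold. No listed gene passed over all genes tested in this comparison (0 in each list). Adjusted over its list alone, 10 regeneration-associated and 4 sensory neuron marker genes passed, and 0 in the other lists. Of the 4, Mrgprd, Scn11a and Trpv1 were higher and Runx3 was lower in HET. With the inter-gene correlation estimated from the data, the adjusted p of both lists that passed became 0.165.

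Between 48 and 12 h in WT, sensory neuron marker genes fell by a mean log2 fold change of 0.58, with 7 of 26 higher (adjusted p 7.70e-04, and 7.12e-04 with the replicate block). Over all genes tested, 17 of them passed, 3 higher and 14 lower; adjusted over the list alone, 17 passed. Regeneration-associated genes rose by 0.82 on average (adjusted p 0.271 with or without the block), with 17 genes higher and 8 lower past the threshold over all genes and 27 past it over the list. Npy, Sprr1a, Csrp3 and Ecel1 rose most and Il6 fell most. Non-neuronal marker genes changed by 0.003 (adjusted p 0.271), with 9 higher and 8 lower past the threshold; Col1a2 rose and Apoe fell most. The sign of this mean was negative with the replicate block (-0.061, adjusted p 0.271). Dynein and dynactin genes changed by 0.086 (adjusted p 0.837, and 0.587 with the block), a mean that was -0.020 on the plain adjusted columns; 8 genes were higher and 5 lower past the threshold.

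**Figure D3:**
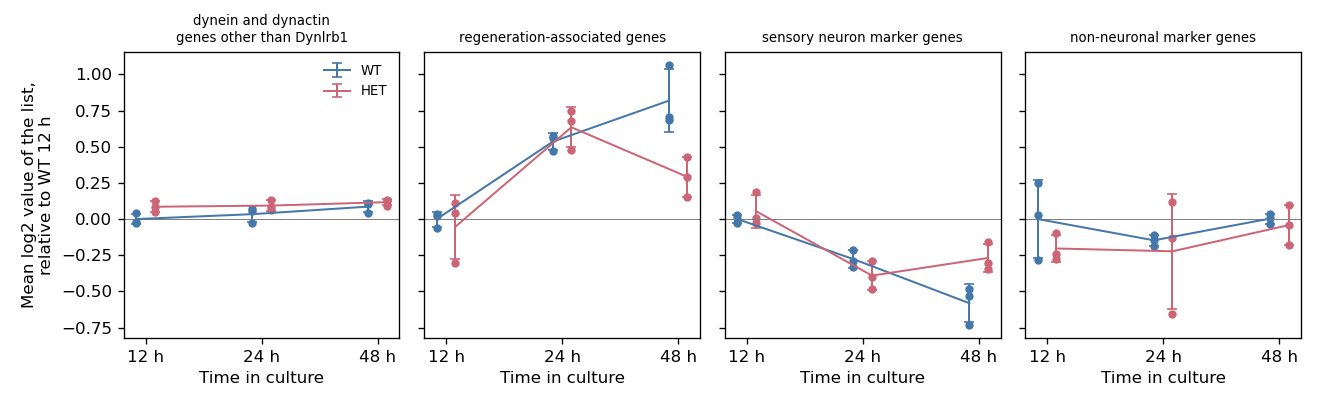
Mean log2 value of each gene list relative to the WT 12 h mean (vertical axis) at 12, 24 and 48 h (horizontal axis) in WT and HET cultures; points are single cultures, and lines join group means with SD whiskers, 3 cultures per group. At 48 h the regeneration-associated genes stood at 0.82 in WT and 0.29 in HET.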

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

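All tests in this part were chosen after the difference had been seen, and what each outcome would mean was set down after the tests had been run, so what follows are hypotheses.

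Regeneration-associated genes drew attention because their change from 12 to 48 h differed between genotypes when the difference itself was tested. The rise was smaller in HET by a mean log2 difference of 0.474 (mean -0.47, 11 of 35 genes with a positive difference; camera in limma, adjusted p 0.001925 over 4 lists, and 1.07e-04 with the replicate block). The list stood at 0.82 ± 0.22 (SD, n = 3) in WT and 0.29 ± 0.14 (SD, n = 3) in HET at 48 h, against 0.54 and 0.63 at 24 h. Several technical sources were weighed. Without HET 48 h replicate 3, a culture that lay nearer the earlier time points, the adjusted p was 2.862e-05 and the mean difference -0.40, so a part of its size came from that culture. On the plain adjusted columns it was 0.002507, and with the 2 removed directions as covariates 0.01396. With the non-neuronal marker score as a covariate it was 0.01562, and with log2 Xist, a marker of the share of female cells, 0.002657. In each of these fits it stayed under 0.05. With the correlation among the genes of the list estimated from the data, it was 0.2361. Exchanging genotype labels within same-numbered pairs gave a p as small in 12 of 100 draws, the real one included. Draws can repeat the same 48 against 12 h contrast, and the real p recurred among these 12. They are therefore not 12 distinct arrangements. The difference therefore cannot be told apart from genes of 1 list moving together between cultures. A position of the HET 48 h cultures nearer the earlier time points was not tested as a source. On the time axis described below they stood at a mean of 0.55, against 0.94 in WT, yet the list in HET fell from 24 to 48 h. A blunted response of the HET neurons may be no more than 1 reading of the difference.

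Sensory neuron marker genes drew attention for the same reason, in the other direction. Their fall from 12 to 48 h was smaller in HET by a mean log2 difference of 0.26 (16 of 26 genes positive; camera in limma, adjusted p 0.0470, and 0.00666 with the replicate block). This result was close to the threshold. The adjusted p was 0.0575 without HET 48 h replicate 3, 0.05411 on the plain adjusted columns, 0.1542 with the removed directions as covariates and 0.2361 with the correlation estimated. It stayed under 0.05 with the non-neuronal marker score (0.01562) or log2 Xist (0.03813) as a covariate. Exchanged labels gave a p as small in 37 of 100 draws, among which the real p also recurred. The mean difference itself was 0.27 on the plain adjusted columns and 0.26 with the removed directions, against 0.26 as reported, so the size of the difference was almost the same while its p crossed the threshold. Without HET 48 h replicate 3 it was 0.20. The position of the HET 48 h cultures on the time axis was not tested as a source here either, so the flagged lists may not be separate findings. Correlation among the genes and chance remain as candidate explanations, with a part from that 1 culture, so no biological reading is offered.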

How the results depend on the processing

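Most results kept their direction and their side of the threshold. The larger exceptions among the main results follow, and the cause was not tested unless a value is given for it. Smaller moves of counts are left out. For example, 24 against 12 h in WT had 451 genes under quantile normalization and 434 on the plain adjusted columns, in place of 622. A planned DESeq2 fit was not run, since the values were not counts. Leaving out the filter could not change anything, because the filter had removed 0 genes. The pseudocount of 0.1 and the minimum mean of 5 gave none of the larger exceptions.

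With the replicate block, the count of genes between genotypes went from 1 to 17 at 12 h, from 1 to 0 at 24 h, from 0 to 2120 at 48 h and from 3 to 553 for the average, and the interaction went from 0 to 227. The count for 24 against 12 h in WT became 1621 and that for 48 against 12 h in HET 5301. The latter fit gave no weight to HET 48 h replicate 3. Dynlrb1 passed at 12 h (-0.78, limma adjusted p 0.0370) and 48 h (-0.84, 0.00208) but not at 24 h (-0.86, 0.157). The non-neuronal list in WT at 48 h reversed to -0.061.

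With the block and the removed directions together, an alternative chosen after seeing the data, the counts were 0 at 24 h, 1966 at 48 h, 110 for the average, 0 for the interaction (0 of the 227 genes called with the block alone), 2514 for 24 against 12 h in WT, 5779 for 24 against 12 h in HET and 4642 for 48 against 12 h in HET. Of the 2120 genes called with the block at 48 h, 1611 were also called here. Dynlrb1 did not pass at 24 h (-0.78, limma adjusted p 0.931) and passed at 48 h (-0.85, 0.00602). The sensory neuron list no longer passed between genotypes (0.099, adjusted p 0.0776), and the non-neuronal list in WT reversed to -0.14. At 12 h the count was 1, but the gene was another (0 shared).

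Quantile normalization gave 276 genes between genotypes at 48 h and 1596 for 48 against 12 h in HET. Dynlrb1 passed at 48 h (-0.87, limma adjusted p 0.0366). The regeneration-associated list passed between genotypes (-0.16, adjusted p 0.0398) and in WT at 48 h (0.81, 0.0485), the sensory neuron list did not pass between genotypes (0.077, 0.243), and the non-neuronal list in WT reversed to -0.075. Fits to the 6 samples compared gave 0 genes at 24 h and 0 for 48 against 12 h in HET, and Dynlrb1 at 24 h was -0.86 with a limma adjusted p of 0.896. With the inter-gene correlation estimated, no list passed: 0.058 for dynein and dynactin genes and 0.085 for sensory neuron genes between genotypes (both adjusted p 0.165), and -0.58 for sensory neuron genes in WT (0.135).

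The other alternatives were chosen after seeing the data. The plain adjusted columns gave 2 genes at 12 h and 1 at 48 h. There Dynlrb1 passed at 12 h (-0.76, limma adjusted p 0.0376) and 48 h (-0.82, 0.0320), and in WT the dynein list reversed to -0.020 and the non-neuronal list to -0.10. The removed directions as covariates gave 2 genes at 12 h, 1 at 48 h and 1218 for 24 against 12 h in WT. Dynlrb1 passed at 12 h (-0.78, 0.0277) and 48 h (-0.87, 0.0243), and the same 2 lists reversed to -0.015 and -0.10. This fit also used the plain adjusted columns, so these reversals cannot be credited to the directions. A mean of at least 100 gave 0 genes at 12 h and 270 at 48 h, where Dynlrb1 passed (-0.84, 0.0485). With log2 Xist as a covariate, 2 genes passed at 12 h, 2 at 24 h, 1121 at 48 h and 8 for the average, and Dynlrb1 passed at 48 h (-0.83, 0.0109). At an adjusted p under 0.1, 1351 genes passed at 48 h. As reported, the smallest adjusted p at 48 h was 0.0501, and with the replicate block 3.23e-04 (both limma).

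Fits that each left out one replicate gave from 0 to 2 genes at 12 h, 0 to 1 at 24 h, 0 to 931 at 48 h and 3 to 3 for the average. They gave from 0 to 197 for 24 against 12 h and 6038 to 7670 for 48 against 12 h in WT, and from 1141 to 2915 and 0 to 4886 in HET. The Dynlrb1 change ranged from -0.89 to -0.72 at 12 h, -0.99 to -0.75 at 24 h, -0.89 to -0.80 at 48 h and -0.87 to -0.79 for the average. Without one replicate it lost the threshold in 5 of 6 fits at 24 h and gained it in 1 of 6 at 12 h and 3 of 6 at 48 h. The sensory neuron list between genotypes ranged from 0.060 to 0.10 and lost the threshold in 1 of 18 fits. The non-neuronal list in WT ranged from -0.14 to 0.13 and reversed in 2 of 6 fits (-0.138 and -0.0127). Among the genes named, which were not refitted with log2 Xist or at the threshold of 0.1, 17 values became weaker and 10 stronger across the remaining alternatives, and across the fits without one replicate 97 of 348 became weaker, 6 stronger and 0 reversed.

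Depth is unknown, so its effect on low genes such as En2 was not assessed.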

Other observations

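Other splits of the samples were counted for every comparison whatever its result; all other tests in this part were chosen after the results had been seen, and what each outcome would mean was set down after the tests had been run.

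Other splits of the same samples were compared with the real one. For 3 cultures against 3, 4 of the 10 splits part every same-numbered pair as far as the real one does, so no share under 0.05 can be reached. At 12 h and at 24 h the real split was the only 1 of 4 with a count of genes as large. At 48 h all 4 of 4 gave as many, since the count was 0. By the number of genes at an unadjusted p under 0.05, the real split was the only 1 of 4 as large at 12 h (1447) and at 48 h (3782). At 24 h all 4 of 4 were as large by that number, the real one being the lowest (198). Among the 6 splits that part fewer pairs, 1 at 12 h exceeded the real split, with 2159 genes at an unadjusted p under 0.05 and 1 gene past the threshold. At 24 h all 6 exceeded the real split by the unadjusted number, with 244 to 2858 genes. At 48 h the largest of the 6 had 3310 genes, below the real 3782. For 24 and 48 against 12 h, in WT and in HET, 1 of 4 gave as many. The 6 splits that part fewer pairs gave at most 1 gene in the 12 h genotype comparison, and 0 in each of the 6 other comparisons of 2 groups. For the lists at 48 against 12 h in WT, a p as small came from 4 of 4 splits for dynein and dynactin genes, 1 of 4 for regeneration-associated genes, 1 of 4 for sensory neuron genes and 2 of 4 for non-neuronal genes. Of the 6 splits that part fewer pairs, 3, 2, 1 and 2 gave a p as small for these lists in the same order. For the averaged genotype comparison, labels were exchanged within same-numbered pairs in 100 draws. The 3 genes were reached in 1 of 100, the real one. The interaction count of 0 was reached in 100 of 100, with 1760 genes at an unadjusted p under 0.05. The p of the dynein and dynactin list was reached in 2 of 100 draws, of the sensory neuron list in 21, of the regeneration-associated list in 74 and of the non-neuronal list in 46. The adjusted p of 0.0125 for the sensory neuron list therefore overstates its evidence in these draws. With the replicate block, the averaged count of 553 was reached in 6 of 100 draws and the interaction count of 227 in 7 of 100.

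The 2120 genes called between genotypes at 48 h with the replicate block, against 0 without it, were followed further. Of the 4 exchanges of labels within the 3 pairs, 1 gave as many, the real one, and the others gave 0, but 4 exchanges cannot give a share under 0.05. With the removed directions as covariates 1966 genes were called, with log2 Xist 1454, on the plain adjusted columns 2129 and with the non-neuronal marker score 2315. After a trend with gene length was taken out of each sample 2324 were called, and after a trend with GC content, known for 96.6% of genes, 2240. Of the 2120 genes, 1611, 1357, 1993, 2074, 2007 and 1918 were among those called in these fits, in the same order. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.046 with length (0.022 after removal) and -0.068 with GC content (-0.001 after). Those trends were weak before removal. Without both samples of pair 3, 659 were called, but leaving out pair 1 gave 1768 and pair 2 gave 372, so the loss is not particular to pair 3. The count may reflect a difference between genotypes at 48 h that variation between pairs hides in the unpaired fit, but with 3 pairs this cannot be told apart from chance.

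HET 48 h replicate 3 lay nearer the earlier time points than the other 48 h cultures. On an axis from the WT 12 h mean (0) to the WT 48 h mean (1), computed for each culture without that culture, it stood at 0.27. HET 48 h replicates 1 and 2 stood at 0.76 and 0.63, and WT 48 h replicates 1, 2 and 3 at 0.96, 1.17 and 0.68. HET at 48 h differed from WT by a mean of -0.38 (unpaired exact permutation p 0.2, smallest possible 0.1). Within same-numbered pairs the difference was -0.20, -0.54 and -0.41 for replicates 1, 2 and 3, all 3 negative (exact sign-flip permutation p 0.25, the smallest that 3 pairs allow), and WT replicate 3 was also the lowest of its group. At 12 h the mean difference was -0.12. Leaving a WT culture out of its own axis moved the WT 12 h mean to 0.11 from the 0 that defines it, so that difference came in part from the axis. When the axis left out the same WT culture for both members of a pair, the mean differences were -0.08 at 12 h, 0.08 at 24 h and -0.40 at 48 h. They were negative in 3, 0 and 3 of 3 pairs. The exact sign-flip permutation p was 0.25 at each time, the smallest that 3 pairs allow. These designs cannot decide whether the genotypes differed in position. The group nearest to replicate 3 was WT 24 h, with a mean SD of log2 ratios of 0.4519, so a sample of an earlier time point remains possible, as does a slow culture. Its Dynlrb1 value of 3243 lay below every WT culture, which goes against a sample of the other genotype. Scaling left its position at 0.272. Of its own axis, 21.5% lay in the directions removed before deposit, so a trace of that step cannot be excluded. Without it, the count for 48 against 12 h in HET went from 2442 to 4886.

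En2 was higher in each of the 9 HET cultures (19.5 to 72.4) than in every WT culture (2.92 to 16.4). Knockout-first cassettes carry an En2 splice acceptor, so reads from the targeting cassette are a candidate explanation. The 9 of 9 separation would also follow from a true change of En2, and the values per gene cannot separate the 2. Slc15a2 was above every WT culture in 8 of 9 HET cultures. The exception was HET 48 h replicate 3 at 44.6, against 127 in WT 48 h replicate 3. A difference between animals unrelated to the allele cannot be excluded. En2 and Slc15a2 are on chromosomes 5 and 16 and Dynlrb1 on chromosome 2 in the RefSeq annotation, so 0 of these 2 genes is a neighbour of the targeted gene. Of the 40 measured genes nearest to Dynlrb1, 20 on each side, 0 had an unadjusted p under 0.05 in the averaged comparison. No excess of changed neighbours was therefore seen. Any of the 9503 random windows (100%) has at least 0 such genes, so this percentage adds nothing; 99.7% of them had at least 1.

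Genes of blood cells (Ltf, Ngp, Slc4a1) were among those that fell most with time. A separate list of blood cell marker genes was written after those falls had been seen, without the named genes, and 12 of its 19 genes were measured. Between 48 and 12 h its median log2 fold change was -2.17 in WT and -2.32 in HET, at percentile 0 of 10000 random lists matched on expression in each genotype. All 12 genes were lower in WT and 11 of 12 in HET, with 7 past the limma threshold in WT and 2 in HET. Relative to WT 12 h, the mean of the list was 0.21 in HET 48 h replicate 3, against -2.29 and -1.66 in replicates 1 and 2. The HET 12 h cultures stood at 0.20, 1.36 and 0.33, so that culture was near the lowest of them. The 12 h cultures themselves varied: WT 12 h replicate 5 stood at -1.82, against 0.51 and 1.31 in replicates 1 and 2. A list of 15 cell division genes, written in the same way, had medians of 1.87 in WT and 1.49 in HET, both at percentile 100, with 14 of 15 and 15 of 15 genes higher and 12 and 9 past the threshold. Its mean was 0.34 in HET 48 h replicate 3, against 1.85 and 1.22 in replicates 1 and 2. Loss of blood cells and gain of dividing cells during culture are candidate explanations for a part of the time effect; regulation within the neurons was not tested.

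Xist, which is made from the inactive X chromosome of female cells, followed the replicate number in both genotypes at 12 and 24 h. At 12 h it was 18316 in WT and 12850 in HET for replicate 1, 1854 and 2381 for replicate 2, and 83 and 63 for replicate 5. At 48 h replicate 3 had 19 in WT and 4680 in HET, a log2 ratio of 7.94 (7.941), the largest within a pair. Replicate 2 at 48 h was also discordant, with 10302 in WT and 2450 in HET (log2 ratio -2.07), so 2 of the 3 pairs behind the 48 h block result differed in Xist. The sex of the animals behind each replicate is a candidate explanation. The table held 0 genes of chromosome Y, so it cannot be read directly, and no biological explanation was tested.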
